# RNA sequencing of isolated cell populations expressing human *APOL1* G2 risk variant reveals molecular correlates of sickle cell nephropathy in zebrafish podocytes

**DOI:** 10.1371/journal.pone.0217042

**Published:** 2019-06-03

**Authors:** Joseph L. Bundy, Blair R. Anderson, Ludmila Francescatto, Melanie E. Garrett, Karen L. Soldano, Marilyn J. Telen, Erica E. Davis, Allison E. Ashley-Koch

## Abstract

Kidney failure occurs in 5–13% of individuals with sickle cell disease and is associated with early mortality. Two *APOL1* alleles (G1 and G2) have been identified as risk factors for sickle cell disease nephropathy. Both risk alleles are prevalent in individuals with recent African ancestry and have been associated with nephropathic complications in other diseases. Despite the association of G1 and G2 with kidney dysfunction, the mechanisms by which these variants contribute to increased risk remain poorly understood. Previous work in zebrafish models suggest that the G2 risk allele functions as a dominant negative, whereas the G1 allele is a functional null. To understand better the cellular pathology attributed to *APOL1* G2, we investigated the *in vivo* effects of the G2 risk variant on distinct cell types using RNA sequencing. We surveyed *APOL1* G2 associated transcriptomic alterations in podocytes and vascular endothelial cells isolated from zebrafish larvae expressing cell-type specific reporters. Our analysis identified many transcripts (n = 7,523) showing differential expression between *APOL1* G0 (human wild-type) and *APOL1* G2 exposed podocytes. Conversely, relatively few transcripts (n = 107) were differentially expressed when comparing *APOL1* G0 and *APOL1* G2 exposed endothelial cells. Pathway analysis of differentially expressed transcripts in podocytes showed enrichment for autophagy associated terms such as “Lysosome” and “Phagosome”, implicating these pathways in *APOL1* G2 associated kidney dysfunction. This work provides insight into the molecular pathology of *APOL1* G2 nephropathy which may offer new therapeutic strategies for multiple disease contexts such as sickle cell nephropathy.

## Introduction

Individuals of African descent are at greater risk for developing end-stage renal disease (ESRD) than individuals of European descent [1]. This disparity in risk has been associated, at least in part, with genetic variation in Apolipoprotein L1 (*APOL1*) [2]. *APOL1* is expressed in a variety of tissues, including the brain, liver, and kidney,[3] and contains a secretory domain that permits its release into circulation. Although there is relatively little known about APOL1 function, circulating APOL1 protein is a minor component of high density lipoprotein (HDL). In addition to its secretion into the bloodstream, *APOL1* is also expressed in both podocytes and endothelial cells in the kidney [4]. C-terminal mutations in APOL1 are associated with a constellation of complex diseases of the kidney, including chronic kidney disease (CKD), HIV-associated nephropathy (HIVAN), and focal segmental glomerulosclerosis (FSGS) [2, 5, 6].

There are two nephropathy-associated variants of *APOL1*, referred to as *APOL1* G1 and G2 [7]. *APOL1* G1 (G1) is comprised of two single nucleotide polymorphisms (SNPs) which are in linkage disequilibrium (LD) [6] and results in the amino acid substitutions S342G and I384M near the C-terminus. *APOL1* G2 (G2) is characterized by a six-nucleotide deletion resulting in the loss of two codons, N388 and Y389. Both the G1 and G2 variants are exclusive to individuals with recent African ancestry. G1 and G2 have allele frequencies of 23% and 13% in African Americans, respectively; and display complete negative LD (to date, they have not been observed on the same chromosome) [2, 6]. Thus, an individual has at most two copies of known *APOL1* risk variants (G1/G1, G1/G2, or G2/G2). Individuals with these genotypes have a 20-fold increased risk for developing FSGS or HIVAN relative to individuals with homozygous wild-type *APOL1* (G0) [6]. The maintenance of these alleles in African populations is attributable to the observation that both risk variants confer partial resistance to *T*. *b*. *rhodensiense*, a parasitic microorganism that causes African sleeping sickness. Consequently, G1 and G2 confers a selective advantage for individuals with these variants in endemic regions of Africa, despite their strong association with kidney disease [2].

The genetic association between *APOL1* and kidney dysfunction has been explored widely. However, the molecular mechanism by which these variants confer risk remains poorly understood. To shed light on *APOL1* function, we used the zebrafish animal model to explore the effects of *APOL1* risk variants and previously identified an *APOL1* orthologue in zebrafish [8]. We have demonstrated previously that morpholino (MO) mediated gene suppression of zebrafish *apol1* results in kidney associated phenotypes, such as transcriptional perturbation, edema and podocyte effacement [8]. Using this model, we tested whether co-injection of human *APOL1* mRNA encoding risk variants could significantly ameliorate edema induced by MO mediated gene suppression of endogenous zebrafish *apol1*. Neither G1 nor G2 *APOL1* mRNAs ameliorated MO induced edema, suggesting that both these variants result in *APOL1* loss of function. However, injection of *APOL1* G2 mRNA alone was sufficient to induce edema in larvae at 5 days post fertilization (dpf), even in the absence of anti-*apol1* MO. Thus, G2 appears to be a mechanistically distinct dominant negative variant compared to G1, which scored as functional null in this assay. This hypothesis is supported by independent investigations of *APOL1* associated kidney dysfunction in zebrafish. Olabisi and colleagues (2016) investigated pronephric microstructure in transgenic zebrafish expressing *APOL1* G0, G1, or G2, and reported distinct pathological features in each risk variant [9]. The hypothesis that G1 and G2 variants have distinct physiologic effects is also supported by other model systems. One investigation in podocyte cell lines overexpressing either G1 or G2 demonstrated lower cell viability with G2 relative to G1 [10]. This hypothesis is further supported by observational studies, finding that G0/G2 sickle cell patients are significantly more likely to develop nephropathy than their G0/G1 counterparts [11]. Together, these data suggest that the G1 and G2 risk variants are pathomechanistically distinct. Despite these findings, the practice of pooling G1 and G2 expressing individuals into a single high-risk *APOL1* group persists both in human genetic studies [12, 13] and in animal model based investigations [14].

It also unclear what population(s) of cells are principally affected by expression of *APOL1* risk variants. Because *APOL1* is expressed ubiquitously and secreted into systemic circulation, it is challenging to identify the populations of cells principally affected. Recent molecular investigations of *APOL1* suggest that podocytes and endothelial cells of the kidney are likely affected cell types [14]. Retrospective transplantation studies have shown that *APOL1* associated risk for nephropathy is conferred by the genotype of donor tissue,[15] suggesting that nephropathy is likely induced by locally translated APOL1 within populations of kidney cells [16]. To better understand the role of G2 associated kidney dysfunction in these cell types, we used fluorescence activated cell sorting (FACS) coupled with RNA sequencing (RNA-seq) to explore transcriptomic perturbations in distinct kidney cell types in G2 mRNA injected zebrafish larvae.

## Results

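Cells were sorted from pools of about 100 zebrafish larvae each, and the RNA of each pool was sequenced as a separate cDNA library. Podocytes, the epithelial cells that cover the capillaries of the kidney's glomerulus, were taken from a line with an mCherry reporter, and vascular endothelial cells from a line with eGFP under the *fli1* promoter. Embryos had been injected with phenol red as the control, or with 150 pg of human *APOL1* mRNA in 1 nL, either the G0 (wild-type) or the G2 risk form. The 2 cell types and 3 treatments made 6 groups of 3 libraries. The methods and the sample labels put the collection of larvae at 4 dpf, while the drawing of Fig 1 puts it at 5 dpf. The discussion speaks of 5 dpf larvae and also of RNA extraction 4 days after injection. Libraries were prepared with a SMART-Seq kit for small amounts of RNA, which amplifies full-length cDNA without molecular identifiers. The authors trimmed adapters with Trim Galore, aligned the reads with STAR, kept reads that mapped to a single gene and counted them per Ensembl gene with HTSeq. They deposited these whole-number counts for each gene in each library, without normalization. In podocytes, the counts on genes ranged from 13669564 to 27954416 in control libraries (median 21131906), from 19444855 to 29673046 in G0 libraries (median 26227165) and from 12596769 to 27434415 in G2 libraries (median 18719293). In endothelial cells they ranged from 3390023 to 25832291 in control libraries (median 21750566), from 4771513 to 21053070 in G0 libraries (median 18123477) and from 13252187 to 20898366 in G2 libraries (median 17972632). Treatment groups were compared pairwise within each cell type with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts, and normalized counts are given as CPM, the counts scaled to a common library size. Genes with a Benjamini-Hochberg adjusted p-value below 0.05 were called differentially expressed (DE). The test, the filter and which G2 podocyte libraries enter the fit can all change the number of DE genes. G2 podocytes were therefore analysed with replicates 2 and 3, with replicates 1, 2 and 3, and with replicates 1 and 3. The last pair follows a rule fixed before the counts were seen, to leave out the G2 podocyte library with the lowest total.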

We conducted transcriptomic analysis of FACS purified podocytes and vascular endothelial cells from 4 dpf zebrafish larvae exposed at the 1–4 cell stage to *APOL1* G0 mRNA, *APOL* G2 mRNA, or phenol red (n = 3 pools of 100 larvae per cell type, per condition, Fig 1). 

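Summed over the 18 libraries, 343895554 reads were counted on genes, and the 17 libraries other than G2 podocyte replicate 1 held 316461139 of them. These totals leave out reads that HTSeq assigned to no gene or to more than 1 gene. No pair of libraries held identical counts.

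**Figure D1:**
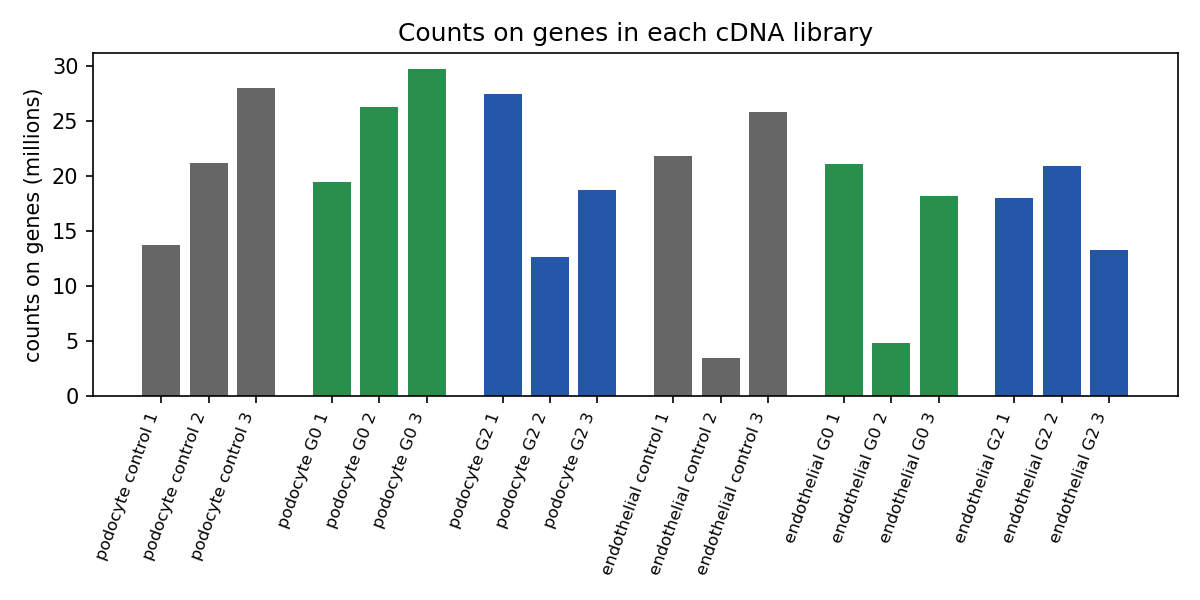
Counts on genes in each of the 18 cDNA libraries; each bar is 1 library, grouped by cell type and treatment and numbered by replicate. Endothelial control replicate 2 and endothelial G0 replicate 2 have the lowest totals, 3390023 and 4771513 counts.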

All 18 resulting cDNA libraries were sequenced on an Illumina HiSeq 2500 yielding a total of 316,464,722 reads across all samples. Reads uniquely aligned to 27,615 zebrafish transcripts with at least one aligned read count. 

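In the deposited counts, 27614 genes had at least 1 count in the 17 libraries other than G2 podocyte replicate 1, and 27716 genes had at least 1 count in the 18 libraries. The remaining 102 genes were counted in that library alone. A single library detected between 20411 genes, in endothelial control replicate 2, and 24300 genes, in G2 podocyte replicate 1.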

Independent alignment of sequenced reads against human *APOL1* mRNA revealed no persistent human mRNA in injected samples, suggesting that the injected human mRNA is lost by 4 dpf. 

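The library with the highest total held 8.75 times the counts of the library with the lowest. Of the reads that HTSeq handled, between 78.1% (endothelial G2 replicate 1) and 85.3% (podocyte G2 replicate 3) fell on a single gene. The 10 genes with the most counts took 8.46% ± 0.164 (SD, n = 3) of the counts in podocyte control libraries, 8.36% ± 0.269 (SD, n = 3) in podocyte G0 libraries and 9.81% ± 1.90 (SD, n = 3) in podocyte G2 libraries. In endothelial libraries this share was 10.1% ± 0.65 (SD, n = 3) in controls, 9.65% ± 0.115 (SD, n = 3) after G0 and 9.77% ± 0.515 (SD, n = 3) after G2. A floor of 3 counts ranged from 0.101 CPM in the deepest library to 0.885 CPM in the shallowest. These floors cover counting error alone, since the libraries carry no molecular identifiers.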

Despite standardizing the amount of cDNA loaded for every sample, sequencing depth was variable across samples (S1 Fig). 

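Among the G2 podocyte libraries, 83% of the reads handled by HTSeq fell on a single gene in replicate 1, 84.9% in replicate 2 and 85.3% in replicate 3. Replicate 1 had the most counts of the 3 and the lowest share on genes, and replicate 2 had the fewest counts. These shares compare reads on a gene with those on no gene or on more than 1 gene. They are not the percentage of unique reads, which the counts do not give. Reads left unassigned to any gene numbered 4829941 in replicate 1, 1911486 in replicate 2 and 2708033 in replicate 3.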

One G2 podocyte sample was excluded due to low read counts and a low percentage of unique reads. To visualize global differences in gene expression profiles, we conducted a principal component analysis (PCA) of the 500 genes with the greatest variance in the dataset (Fig 2A). As expected, libraries prepared from FACS purified podocytes and endothelial cells clustered distinctly along principal component 1, which explained 89% of the variance in the dataset. 

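The paper's text does not name the G2 podocyte library that was left out, and gives low read counts and a low percentage of unique reads as the reason. The paper's reported total of 316464722 reads lies 3583 above the counts on genes in the 17 libraries without G2 podocyte replicate 1, and its 27615 transcripts are 1 more than the genes detected in those libraries. Replicates 2 and 3 are therefore taken as the G2 podocyte libraries that the paper used. On these 17 libraries, after DESeq2's variance stabilizing transformation, principal component 1 explained 89.8% of the variance. It explained 89.5% with the 18 libraries and 89.9% with G2 podocyte replicate 2 left out in place of replicate 1. All 8 podocyte libraries of the 17 lay between -64.93 and -29.3 on this component, and the 9 endothelial libraries between 39.7 and 47.7. With all genes in place of the 500 most variable, which was run only with replicate 2 left out, the share was 63.3%.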

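Along principal component 2, with G2 podocyte replicate 1 left out, endothelial libraries lay between 0.83 and 6.35 in the control group, between 0.184 and 3.29 in the G0 group and between -0.875 and 1.05 in the G2 group. On component 1 the G2 group lay at 44.4 to 47.7, above the G0 group (41.5 to 44.1) and the control group (39.7 to 42.1). With G2 podocyte replicates 1 and 3 in the set, the endothelial G2 and G0 ranges overlapped there (41.4 to 44.5 and 39.2 to 41.7). In the distance between transformed expression profiles over all genes, endothelial G2 libraries were 87.4 from G0 libraries on average (9 pairs, range 79.4 to 100.9). Endothelial G0 libraries were 85.9 from each other (3 pairs, range 76.9 to 92.2) and endothelial G2 libraries 82.4 (3 pairs, range 78.9 to 85.8). The range of distances between G0 and G2 in endothelial cells overlapped the ranges within each of these groups.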

Of note, all libraries prepared from endothelial cells clustered together regardless of mRNA treatment. However, libraries prepared from podocytes treated with G2 mRNA clustered distinctly from control and G0 exposed podocytes along principal component 2. This observation was replicated by an unsupervised clustering analysis (Fig 2B). 

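Principal component 2 explained 4.72% of the variance with G2 podocyte replicates 2 and 3. These libraries lay at 17.4 and 27.7 on it, while the 6 control and G0 podocyte libraries lay between -21.64 and -5.35. The gap between the nearest G2 library and the nearest other podocyte library was 46.1% of the whole range of the component. With the 18 libraries, G2 podocyte replicate 1 lay at -1.80, close to the G0 libraries, which reached -5.01, and the gap narrowed to 6.65% of the range. With replicates 1 and 3 the gap was 11.2%. When each library of that last set was left out in turn, the SD of the gap was 19.3 percentage points, so the gap itself is loosely fixed by these libraries. In each of these 3 library sets every G2 podocyte library lay above every control and G0 podocyte library on component 2. On component 1 of the 18 libraries, G2 replicates 2 and 3 lay at -61.5 and -62.0, and the G0 podocyte libraries at -45.3 to -40.5. Replicate 1 lay at -32.4, on the other side of the G0 libraries and within the range of the control podocyte libraries (-43.2 to -27.5).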

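Over all genes, G2 podocyte replicates 2 and 3 were 165.8 from G0 podocyte libraries on average (6 pairs, range 150.4 to 183.5), against 77.8 between G0 podocyte libraries (3 pairs, range 76.0 to 79.6) and 94.8 between control and G0 podocyte libraries (9 pairs, range 85.1 to 110.8). Replicates 2 and 3 were 109.0 apart. Complete-linkage clustering of the 18 libraries into 3 clusters set apart the endothelial libraries, G2 podocyte replicates 2 and 3, and the other podocyte libraries, among them G2 podocyte replicate 1. With 4 clusters replicate 1 stood alone. It was between 102.9 and 112.6 from the control and G0 podocyte libraries, 137.0 from replicate 2 and 156.7 from replicate 3.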

Taken together, these data suggest that G2 mRNA alters the transcriptomic signature more strongly in podocytes than in endothelial cells.

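The difference between the cell types was tested directly, as the interaction of cell type and the G2 to G0 contrast in edgeR. With G2 podocyte replicates 2 and 3, 4921 of 21961 tested genes had an interaction with an adjusted p-value below 0.05. In 2515 of these the change was higher in podocytes and in 2406 it was lower. With all 3 G2 podocyte libraries the number was 983 of 21600 genes, and with replicates 1 and 3 it was 681 of 22099 genes. With the replicate number as a block in the last of these fits, the number was 105. Across genes, libraries with the same replicate number deviated from their group means with a mean correlation of 0.042 in podocytes and 0.0309 in endothelial cells, over 9 pairs each. Genes are not independent replicates, so these correlations carry no p-value. From the separation of G2 podocytes along principal component 2 and in the clustering, and the clustering together of endothelial libraries whatever the treatment, the paper proposes that G2 mRNA alters the transcriptome more strongly in podocytes than in endothelial cells.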

**Fig 1:**
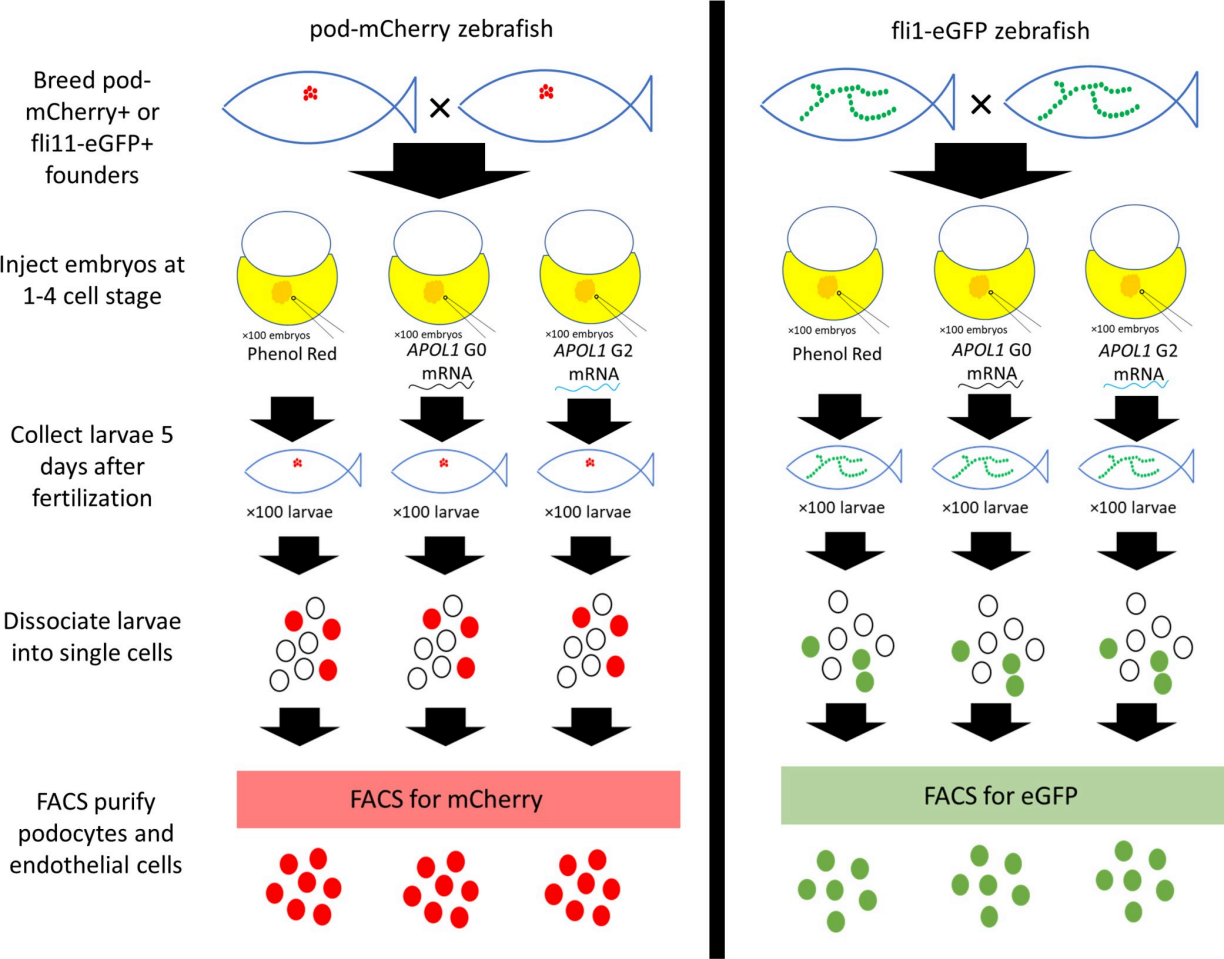
Schematic of sample preparation and experimental design. Zebrafish expressing either pod-mCherry or fli1-eGFP were injected with *APOL1* mRNA and subsequently dissociated at 4 days after fertilization. Dissociated cells were FACS based on mCherry and eGFP expression into samples of podocytes and endothelial cells, respectively.

**Fig 2:**
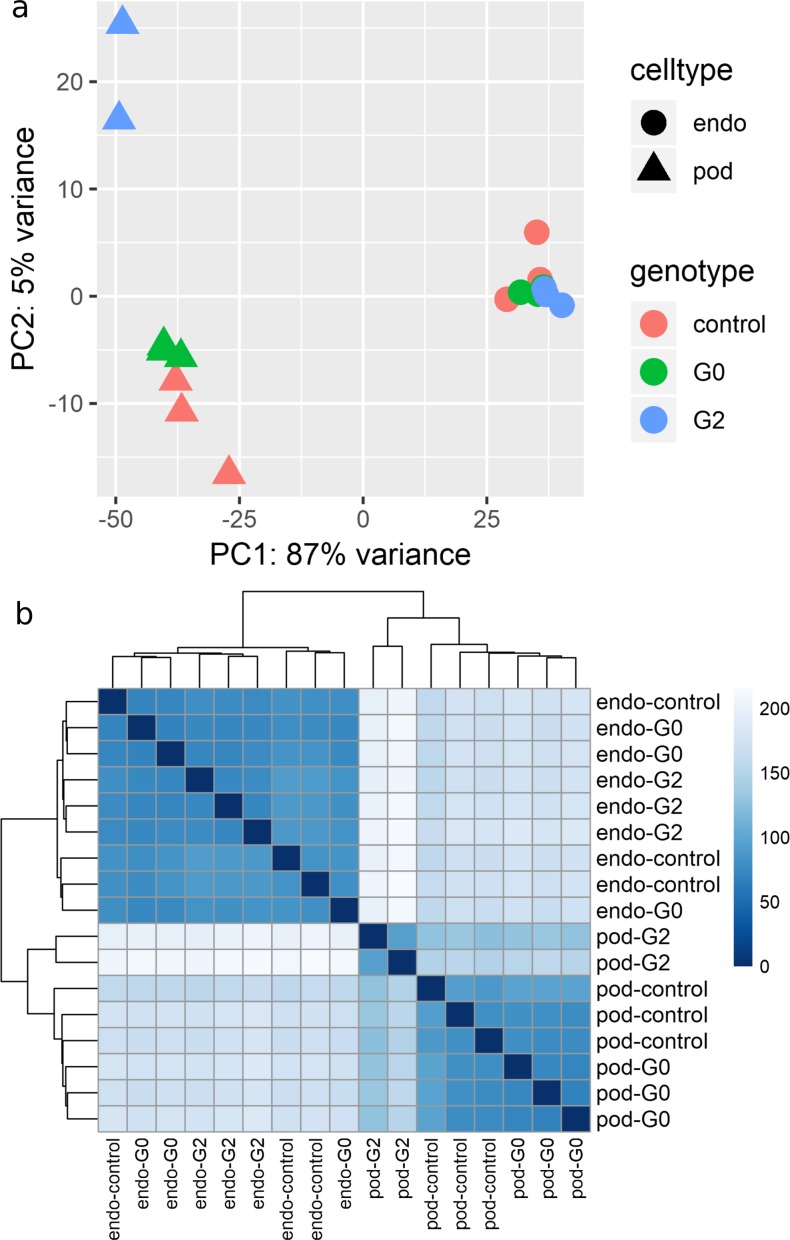
Clustering analysis of cDNA libraries. a) Principal component analysis (PCA) of cDNA libraries. PCA was based on the top 500 most variant transcripts in the dataset. Cell type is encoded by shape. Endothelial cells are represented by circles and podocytes are represented by triangles. Injection treatment is encoded by color. Phenol red injected (control) samples are colored red. Samples injected with G0 and G2 are colored green and blue, respectively. b) Sample correlation and hierarchical clustering analysis.

To identify transcripts with altered expression in the presence of human *APOL1* mRNA, we conducted pairwise comparisons between treatment groups within each cell type. A recent investigation of *APOL1* expression in HEK293 cells demonstrated that *APOL1* G0 can induce cytotoxicity if over expressed [17]. Therefore, we compared the sham injected samples with G0 mRNA injected samples to ascertain if G0 induces similar deleterious effects in zebrafish. We identified 199 and 155 differentially expressed (DE) transcripts in endothelial cells and podocytes, respectively. 

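With edgeR's quasi-likelihood test on the 3 control and 3 G0 libraries of each cell type, none of the 19442 genes tested in endothelial cells passed an adjusted p-value of 0.05, while 1799 genes had an unadjusted p-value below 0.05. In podocytes 2 of 21061 genes passed, of which 1 rose and 1 fell after G0. With the replicate number as a block, 4 genes passed in endothelial cells and 0 in podocytes, where 1950 genes had an unadjusted p-value below 0.05. The deviations of control and G0 libraries with the same replicate number correlated at 0.0156, 0.0403 and 0.00421 in podocytes and at -0.01, -0.00353 and 0.101 in endothelial cells (replicates 1, 2 and 3). Among the alternatives set before the data were examined, the number of DE genes moved most with DESeq2 on the same 2 groups. It called 133 genes in endothelial cells and 186 in podocytes. It also tested more genes, 25797 and 26471, so the test alone may not account for the move. DESeq2 with all libraries in one model called 16 and 75, and edgeR without its filter on low counts 30 and 4. Leaving out a library gave at most 86 and 4 in edgeR. ENSDARG00000076292 had the smallest unadjusted p-value in endothelial cells, with a log2 fold change of 0.90 (standard error 0.13, adjusted p = 0.176 from edgeR's quasi-likelihood test).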

We contrasted these lists of DE transcripts to determine if the same transcripts were altered by G0 injection in each cell type. 

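No gene was shared between the edgeR lists of DE genes for control against G0, since the endothelial list was empty. The overlap of the lists from DESeq2 on 2 groups was 1 gene, ENSDARG00000087188, against 0.963 genes in common by chance (Fisher's exact test, two-sided, p = 0.621). DESeq2 with all libraries in one model had shorter lists, of 16 endothelial and 75 podocyte genes. They shared the same gene, against 0.0434 by chance (Fisher's exact test, two-sided, p = 0.0425). This test ran against 27672 genes, among them genes with few counts, which lowers the number expected by chance. In edgeR this gene rose after G0 by 0.67 (log2, standard error 0.15, adjusted p = 0.342) in podocytes and by 0.87 (log2, standard error 0.18, adjusted p = 0.177) in endothelial cells. The files list genes by Ensembl identifier without a symbol.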

Only one transcript (*nfil3-6*) was found in common between both lists of DE transcripts, constituting little concordance between cell types. To identify biological processes that were overrepresented in the sets of DE transcripts, we conducted gene ontology enrichment and pathway analyses (GOEA) on each set. No significant enrichment was detected for either cell type. The set analysis combined with the lack of significant enrichment of gene ontology categories in the lists of DE transcripts suggests that G0 mRNA has a relatively weak, if not spurious, biological effect on the zebrafish transcriptome.

To identify transcriptomic perturbations induced by expressing the G2 risk variant, we compared G0 and G2 injected samples in each cell type. In endothelial cells, 107 transcripts showed significantly perturbed expression. 

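In edgeR's quasi-likelihood test of the 3 G0 and 3 G2 endothelial libraries, 38 of 19449 genes had an adjusted p-value below 0.05. With the replicate number as a block 104 genes did. The correlation of same-numbered G0 and G2 endothelial libraries was 0.0126, 0.036 and 0.0727 (replicates 1, 2 and 3). Over all same-numbered endothelial pairs, those with control libraries included, it ranged from -0.01 to 0.101. When each library was left out in turn, the number of DE genes ranged from 12 to 60. ENSDARG00000079302 had the smallest adjusted p-value, tied with another gene, and a log2 fold change of -1.20 (standard error 0.11, adjusted p = 0.000563).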

The majority of these transcripts (79%) were down-regulated in G2 injected samples relative to G0. 

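Of the endothelial genes called between G0 and G2 without the block, 32 fell and 6 rose in G2 libraries, so that 84.2% fell. With the replicate block 75% of the genes called fell. With DESeq2 on the same libraries 120 of 157 genes fell, which is 76.4%. The genes that fell were therefore the larger part under each of these fits.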

GOEA analysis returned no significant enrichment of distinct biological processes, suggesting relatively minor and nonspecific perturbation of molecular networks by G2 in endothelial cells.

In contrast to the modest changes observed in endothelial cells, podocytes exposed to G2 showed evidence of substantial transcriptional alteration. 

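In podocytes, the G0 to G2 comparison depended on which G2 libraries entered it. With replicates 2 and 3, 6834 of 21064 tested genes had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test. With all 3 G2 libraries 1609 of 20918 genes did, and with replicates 1 and 3 the number was 785 of 21734. Replicates 1 and 2 gave 1026 genes. The replicate number as a block reduced the number to 4187 with replicates 2 and 3 and to 1047 with all 3, both fits chosen after seeing the data. With replicates 1 and 3 the block left 0 genes, and 2150 genes with an unadjusted p-value below 0.05. Same-numbered podocyte libraries had correlations of their deviations from 0.00421 to 0.113. For the G0 and G2 pairs these were 0.113, 0.0384 and 0.0303 (replicates 1, 2 and 3). Leaving out any G0 library from the fit with G2 replicates 1 and 3, which leaves 2 libraries against 2, also left 0 DE genes, with 2498 to 2709 genes at an unadjusted p-value below 0.05. ENSDARG00000062592 fell by 2.85 (log2, standard error 0.40, adjusted p = 0.00131) with replicates 2 and 3, and it fell by 3.85 (log2, standard error 0.21, adjusted p = 0.0154) with replicates 1 and 3.

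**Figure D2:**
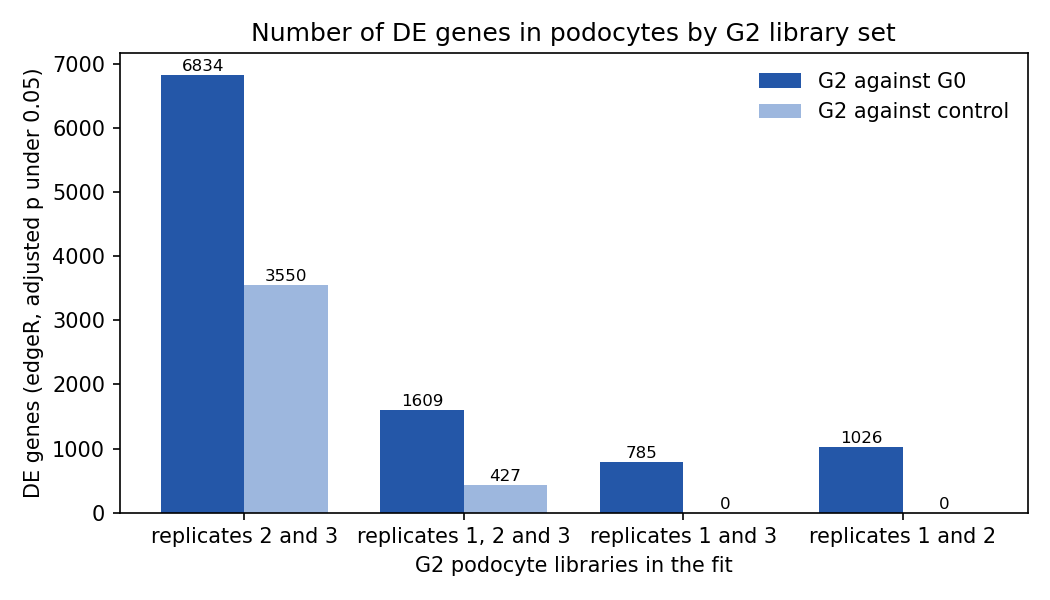
Number of DE genes in podocytes (edgeR, adjusted p-value below 0.05) for G2 against G0 and G2 against control, by the G2 libraries in the fit; all 3 G0 and all 3 control libraries are used throughout. The fit with G2 replicates 2 and 3 gives the most DE genes, 6834 against G0 and 3550 against control.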

Comparison of G0 and G2 exposed podocytes identified 7523 differentially expressed transcripts (Fig 3A, red dots). 

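Of the podocyte genes called with G2 replicates 2 and 3, 3505 rose and 3329 fell in G2 relative to G0. The median size of their log2 fold change was 1.51. With all 3 G2 libraries 1191 genes rose and 418 fell, and with replicates 1 and 3, 563 rose and 222 fell. The near balance of genes that rose and fell therefore held for the fit with replicates 2 and 3 and not for the other sets.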

Of these transcripts, approximately the same number were found to be up-regulated (Fig 3A, red points above y = 0, n = 3943) as down-regulated (Fig 3A, red points below y = 0, n = 3580) in G2 exposed podocytes. To determine the extent to which the relatively few transcripts that were perturbed in G2 exposed endothelial cells were also perturbed in podocytes, we conducted a set analysis of the two transcript lists. Of the 107 transcripts significantly perturbed in endothelial cells, two-thirds (72 of 107) also showed perturbed expression in podocytes (Fig 3B). This suggests that while podocytes are principally affected by G2 expression, a subset of transcripts we observed to be perturbed in podocytes may represent a more ubiquitous response to G2.

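Of the 38 endothelial genes called between G0 and G2 by edgeR, 12 were also called in podocytes with G2 replicates 2 and 3, against 12.9 in common by chance (Fisher's exact test, two-sided, p = 0.865). Of these 12 genes, 11 changed in the same direction in both cell types. With all 3 G2 podocyte libraries 3 genes were shared, against 3.08 by chance, and with replicates 1 and 3 the overlap was 1 gene, against 1.49 by chance (Fisher's exact test, two-sided, p = 1 for each). DESeq2 on 2 groups with replicates 1 and 3, an alternative set before the data were examined, shared 23 genes, against 14.1 by chance (Fisher's exact test, two-sided, p = 0.0170), and 18 of these changed in the same direction. DESeq2 with all libraries in one model, also set beforehand, shared 3 genes, against 2.39 by chance (Fisher's exact test, two-sided, p = 0.725), with all 3 in opposite directions. Without a filter on low counts edgeR shared 1 gene, against 2.53 by chance (Fisher's exact test, two-sided, p = 0.522). An alternative chosen after seeing the data, DESeq2 on the 3 treatment groups of each cell type with G2 podocyte replicate 1 left out, shared 72 genes, against 31.4 by chance (Fisher's exact test, two-sided, p = 5.53e-16). Of these, 44 changed in the same direction and 28 in opposite directions. DESeq2 overlaps were tested against more genes, 25570 in this last model, against 18930 in edgeR with the same G2 libraries. They include genes that edgeR's filter drops for low counts. Genes that could hardly be called lower the number expected by chance, so the DESeq2 p-values may overstate the overlap.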

**Fig 3:**
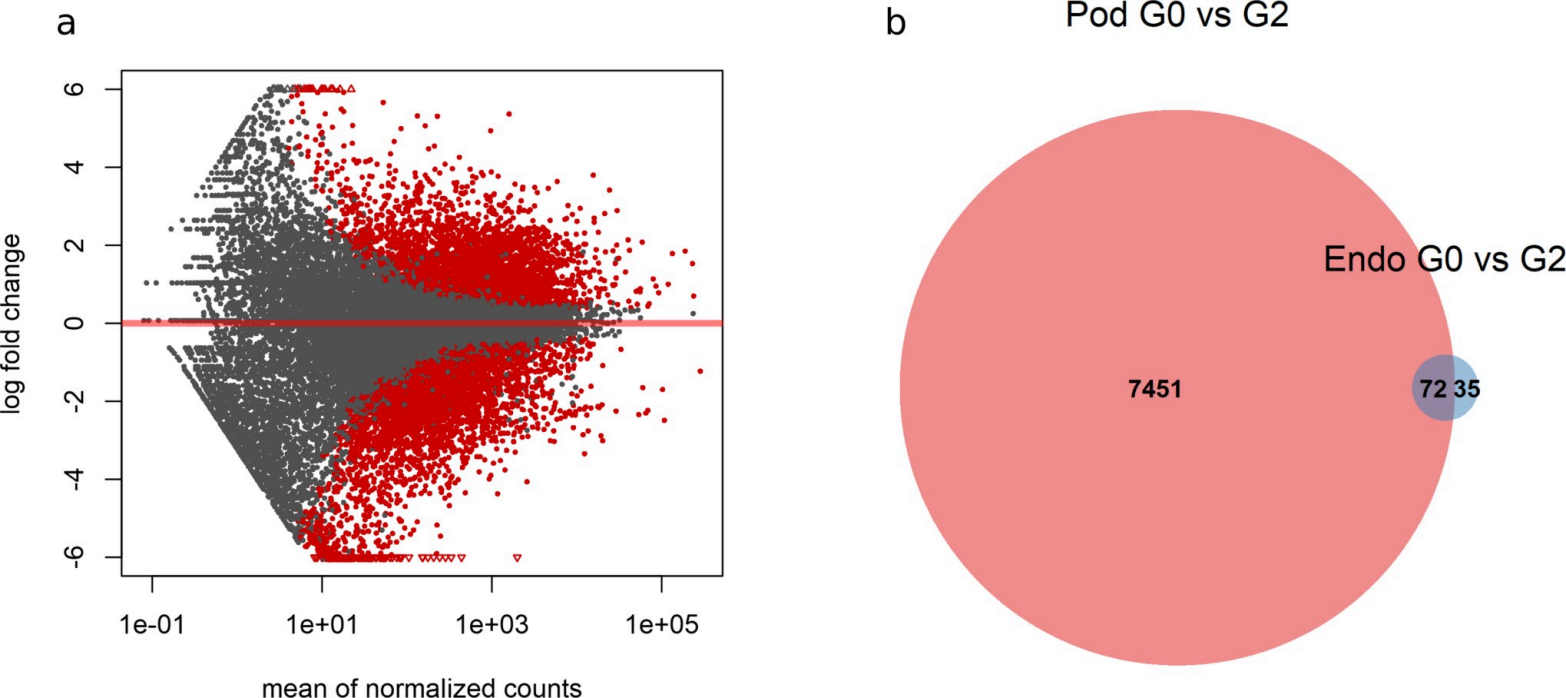
Comparison of G0 and G2 exposed cells. a) Shotgun plot of transcript expression. Points colored red are transcripts that are significantly upregulated (above y = 0) or downregulated (below y = 0) at a FDR-adjusted p-value of less than 0.05. b) Venn diagram comparing genes perturbed by G2 expression in endothelial cells and podocytes.

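The 10 genes of Table 1 were followed in each podocyte library. With G2 replicates 2 and 3 each had an adjusted p-value below 0.05 in edgeR, from 4.46e-05 to 9.33e-05. The largest rise was a log2 fold change of 4.91, and *crabp2a* fell by 3.32 (log2, standard error 0.27). With all 3 G2 libraries, and with replicates 1 and 3, 9 of the 10 genes passed. The exception was *crabp2a*, which fell by 2.26 (log2, standard error 0.61, adjusted p = 0.0743) and by 1.99 (log2, standard error 0.69, adjusted p = 0.205). Normalized *crabp2a* counts were 118.0 ± 24.1 CPM (SD, n = 3) in G0 podocytes, and 48.4 in G2 replicate 1, 13.8 in replicate 2 and 9.18 in replicate 3. All 10 genes kept their direction in each library set. With the replicate block, 10 of the 10 genes passed with replicates 2 and 3. With replicates 1 and 3 and the block 0 passed, and the smallest adjusted p-value was 0.299. The fold changes of that fit stayed large, from 1.96 to 4.45 (log2) among genes that rose and -2.40 for *crabp2a*. Without the block they were 2.05 to 4.81 and -1.99. The block with 2 G2 libraries leaves little to estimate the spread from. Failing the threshold there does not show that the changes vanish. With all 3 G2 libraries and the block, which was chosen after seeing the data, 10 of the 10 passed with adjusted p-values of at most 0.0372, so *crabp2a* passed there.

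**Figure D3:**
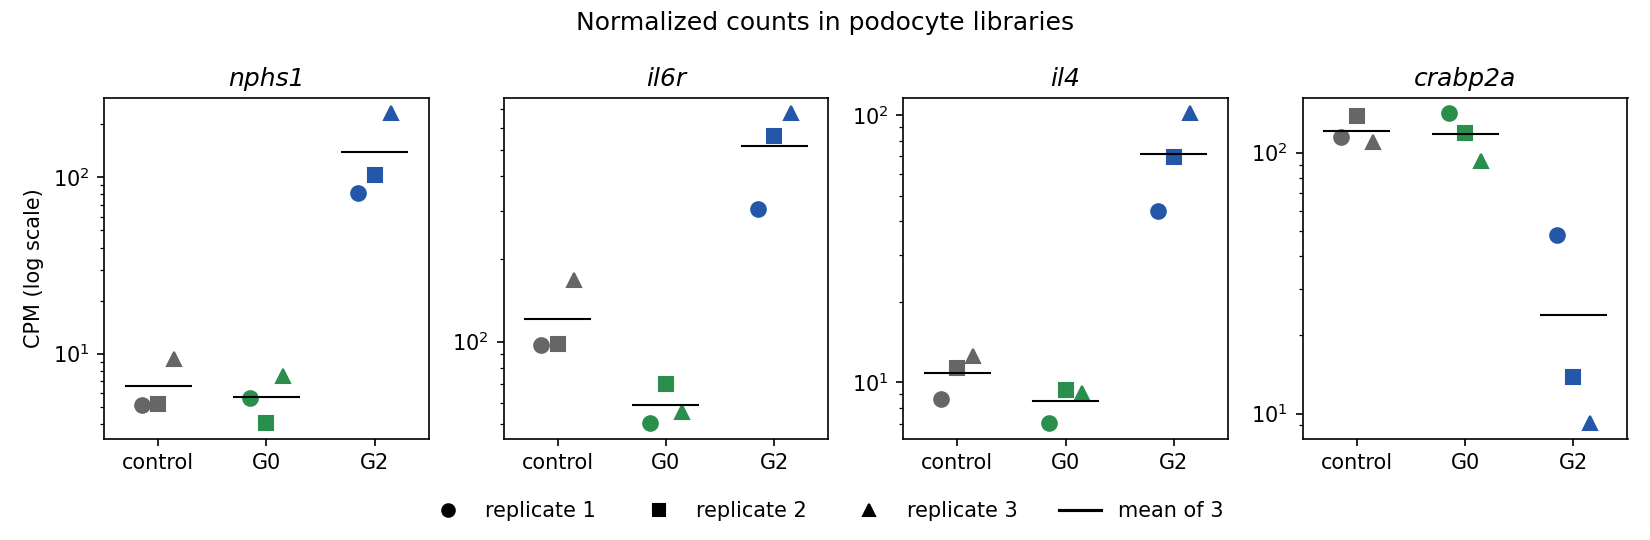
Normalized counts (CPM), on a log scale, of 4 genes of Table 1 in the 9 podocyte libraries; each point is 1 library, shaped by replicate, and each line is the mean of 3. For *nphs1*, *il6r* and *il4* all 3 G2 libraries lie above the control and G0 libraries, and for *crabp2a* all 3 lie below.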

Among the top DE transcripts as ranked by q-value, is nephrin (*nphs1*), as well as other genes previously associated with kidney disease (Table 1). Nephrin is known to be associated with kidney dysfunction [18, 19], and has been shown to be down-regulated in the podocytes of *apol1* knockdown larvae, as well as in kidneys of patients with CKD [20]. 

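The gene *nphs1* (ENSDARG00000060758) had 5.67 ± 1.70 CPM (SD, n = 3) in G0 podocytes and 6.54 ± 2.41 (SD, n = 3) in control podocytes. In G2 podocytes it had 103.1 in replicate 2, 230.6 in replicate 3 and 81.9 in replicate 1. These levels rest on 111 to 235 counts in each G0 library and 1196 to 3618 counts in each G2 library. Its log2 fold change from G0 to G2 had a standard error of 0.38 and an adjusted p-value of 9.33e-05 with replicates 2 and 3. It was 4.65 (standard error 0.48, adjusted p = 0.00452) with all 3 G2 libraries and 4.81 (standard error 0.51, adjusted p = 0.0239) with replicates 1 and 3, all from edgeR's quasi-likelihood test. In endothelial cells the gene had 1.45 ± 0.933 CPM (SD, n = 3) after G0 and 2.38 ± 1.64 (SD, n = 3) after G2. A larger share of podocytes among the sorted cells of the G2 pools could also raise its level there, which was not tested.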

Surprisingly, nephrin is up-regulated in G2 injected larvae relative to G0 in our dataset. Additionally, we found endogenous *apol1* to be among additional transcripts perturbed significantly by exposure to G2, which shows significant elevation in G2 exposed podocytes relative to G0 (but in no other comparison). This constitutes a possible mechanism of compensation for G2, which our previous investigations suggest has dominant-negative function [8]. Furthermore, several modulators of the adaptive immune system, such as *il6r* and *il4*, were differentially expressed; transcripts have been associated previously with the development of CKD [21–23].

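Normalized *il6r* (ENSDARG00000104474) counts were 58.7 ± 10.17 CPM (SD, n = 3) in G0 podocytes and 121.2 ± 40.7 (SD, n = 3) in control podocytes. G2 podocytes had 560.0 in replicate 2, 676.9 in replicate 3 and 304.5 in replicate 1. The log2 fold change from G0 was 3.44 (standard error 0.17, adjusted p = 4.46e-05 in edgeR) with replicates 2 and 3, 3.17 (standard error 0.32, adjusted p = 0.00409) with all 3 G2 libraries and 3.09 (standard error 0.36, adjusted p = 0.0241) with replicates 1 and 3. For *il4* (ENSDARG00000087909), G0 podocytes had 8.50 ± 1.28 CPM (SD, n = 3), and G2 podocytes had 69.8 in replicate 2, 101.4 in replicate 3 and 43.6 in replicate 1. Its log2 fold change was 3.37 (standard error 0.22, adjusted p = 4.98e-05) with replicates 2 and 3 and 3.11 (standard error 0.33, adjusted p = 0.00452) with all 3. With replicates 1 and 3 it was 3.12 (standard error 0.38, adjusted p = 0.025). With control podocytes in place of G0 and G2 replicates 1 and 3, none of the Table 1 genes passed an adjusted p-value of 0.05. All 10 kept their direction, with log2 fold changes of 1.79 to 4.59 among those that rose and -2.05 for *crabp2a*. That fit called 0 of 21382 genes, so the result does not single out the Table 1 genes. Control against G2 replicates 2 and 3 gave 3550 DE genes, and the Table 1 genes in that fit are not given here.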

**Table 1:** Transcripts perturbed significantly by G2 expression in zebrafish podocytes.

Gene ID	Gene symbol	Gene name	q value	Log2 Fold Change
ENSDARG00000036940	ctss1	cathepsin S, ortholog 1	2.96E-42	3.15
ENSDARG00000078525	noct	nocturnin	2.30E-38	3.19
ENSDARG00000053542	kctd12.2	potassium channel tetramerisation domain containing 12.2	3.11E-35	2.27
ENSDARG00000101754	BX664622.3	NA	3.14E-33	3.02
ENSDARG00000093124	scpp8	secretory calcium-binding phosphoprotein 8	3.16E-33	3.37
ENSDARG00000060758	nphs1	nephrosis 1, congenital, Finnish type (nephrin)	1.42E-31	4.60
ENSDARG00000104474	il6r	interleukin 6 receptor	1.42E-31	3.34
ENSDARG00000087909	il4	interleukin 4	1.67E-31	3.28
ENSDARG00000073978	crabp2a	cellular retinoic acid binding protein 2, a	8.64E-31	-3.18
ENSDARG00000075748	nckap1l	NCK associated protein 1 like	1.08E-30	2.30

GOEA of the full set of differentially expressed transcripts (regardless of direction of change) revealed a large number of significantly enriched ontologies (Table 2). These ontologies included molecular functions such as “Calcium ion binding”, and “ion transmembrane transporter activity.” Among the transcripts associated with “ion transmembrane transporter activity” were sodium, potassium, calcium, and chloride ion channels. Disruption of ionic gradients has been associated previously with overexpression of *APOL1* in HEK293 cells, suggesting the presence of a conserved mechanism of molecular pathology. In addition to GOEA, we considered that our differentially expressed transcripts might be enriched for distinct biological pathways, which we also explored using WebGestalt. This analysis yielded a functionally diverse set of significantly enriched pathways, such as “Metabolic pathways” (p = 5.42e-08), “Lysosome” (p = 6.08e-06), and “Phagosome” (p = 6.38e-06),” (Table 2).

**Table 2:** Significantly enriched gene ontology and KEGG pathway terms.

Ontology/Pathway	ID	FDR q-value	#Genes	Enrichment Score
Extracellular region part	GO:0044421	2.2e-08	173	1.45
Metabolic pathways	dre01100	5.42e-08	541	1.20
Synapse	GO:0045202	5.02e-07	101	1.57
Neuron part	GO:0097458	1.72e-06	106	1.52
Calcium ion binding	GO:0005509	1.47e-06	174	1.40
Molecular function regulator	GO:0098772	1.47e-06	228	1.33
Lysosome	dre04142	6.08e-06	76	1.61
Carbon metabolism	dre01200	6.08e-06	73	1.63
Phagosome	dre04145	6.38e-06	77	1.60
Endoplasmic reticulum	GO:0005783	2.3e-04	168	1.29
Plasma membrane region	GO:0098590	5.29e-04	63	1.51
Chemorepellent activity	GO:0045499	1.36e-03	16	2.29
Ion transmembrane	GO:0015075	1.7e-03	206	1.23

## Discussion

The current study describes transcriptional perturbation of zebrafish larvae exposed to human *APOL1* mRNA. Previous investigations have shown that *APOL1* overexpression significantly reduced cell viability in HEK293 cells, irrespective of the presence of risk variants [17]. In this context, we were surprised to find relatively few transcripts with perturbed expression as a result of exposure to G0 in either cell type. However, there are numerous differences in experimental design between O’Toole et al. (2018) and the current study (model system, mechanism of *APOL1* expression) that may explain the lack of more substantial transcriptional perturbation in our data [17].

In contrast to the relatively mild transcriptional alterations induced by G0, exposure to the G2 risk variant showed widespread changes in mRNA levels in podocytes but not endothelial cells in 5 dpf larvae. Among the over 7,500 transcripts showing perturbation in response to G2, an overrepresented subset of these transcripts are associated with the regulation of ion channels. APOL1 protein is known to form ion permeable pores in endosomal membranes of trypanosomes, allowing endosomal contents to leak into the cytoplasm and disrupt the molecular milieu [24]. Pore formation has also been reported to occur in HEK293 cells when *APOL1* is over-expressed,[17] bolstering an emerging hypothesis that *APOL1*-associated kidney damage may be due to toxic *APOL1*-mediated pore formation [25]. However, previous investigations have yielded conflicting results with regard to risk-variant mediated disruption of ion concentrations. Some studies have shown that expression of *APOL1* G1 and G2 results in the loss of intracellular K^+^ ions relative to G0 expressing controls,[10] while other studies failed to find significant differences in K^+^ concentration between G0 and G1/G2 expressing cells [17]. Although the current study does not measure intracellular K^+^ concentrations directly, our data support the hypothesis that G2 affects the regulation of intracellular K^+^. Twenty-five K^+^ channels were found to have significantly perturbed expression in G2 exposed podocytes, the majority (76%) of which are down regulated (Fig 4A). It is known that one molecular mechanism for maintaining ionic homeostasis is the regulation of ion channel expression [26]. In this context, the observed down-regulation of K^+^ channels may be a compensatory mechanism by which zebrafish podocytes selectively reduce K^+^ membrane permeability in response to *APOL1* G2 mediated loss of intracellular K^+^.

**Fig 4:**
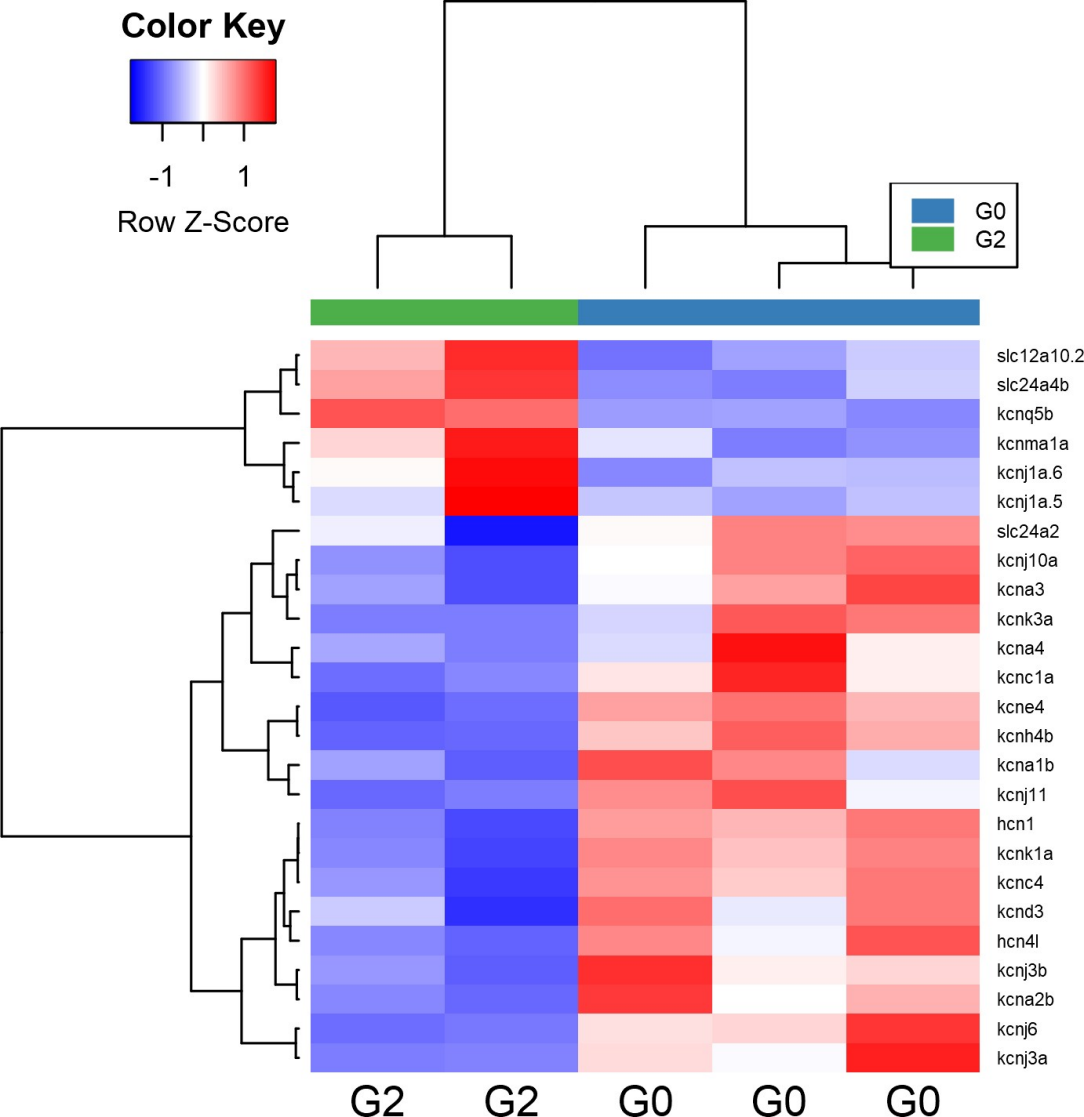
Heatmap for transcriptionally perturbed K+ channels. Samples are organized into columns, and transcripts are grouped by rows. Boxes are shaded by log2 fold change from row-centered mean. The majority (n = 19 of 25) transcripts are significantly down-regulated in podocytes exposed to G2.

Among the significantly enriched gene ontology terms were “lysosome” and “phagosome”. Among the lysosome-associated genes are 11 cathepsin isoforms, all of which were up-regulated in G2 exposed samples. Cathepsins are known to be critical for lysosomal processing of protein. A previous study of *APOL1* expressing transgenic mice found that podocytes expressing *APOL1* risk variants have deficits in autophagic flux, and that risk-variant containing *APOL1* showed preferential localization to late endosomes [14]. Furthermore, this same mouse study showed that turning off *APOL1* expression in transgenic mice could reverse phenotypes indicative of kidney dysfunction, suggesting that *APOL1* mediated kidney dysfunction requires persistent APOL1 expression and is not derived from lasting developmental perturbations [14]. This hypothesis is consistent with a study conducted by Kotb et al (2016), in which knockdown of zebrafish mRNA at 3 dpf was shown to induce edema within 3 hours [20]. In contrast with these experimental paradigms, our experiments involved a one-time injection and over-expression of *APOL1* mRNA immediately after fertilization, followed by cellular dissociation and RNA extraction four days later. An independent alignment of sequenced reads from our *APOL1* mRNA-injected zebrafish against the human *APOL1* sequence revealed no detectable human *APOL1* mRNA in any cDNA libraries, suggesting that *APOL1* translation was unlikely to be occurring at the time of library preparation. However, we have previously shown that microinjected *APOL1* mRNA at the 1–4 cell stage is translated and detectable 2 days post fertilization [8]. Nevertheless, our data indicate substantial transcriptional differences between G0 and G2 exposed samples even in the absence of *APOL1* mRNA at the time of our experimental endpoint. These observations suggest that at least some effects of G2 exposure may persist even in the absence of *APOL1* expression.

Our RNA-seq based investigation of G2 associated molecular pathology provides a broad view into patterns of dysregulated gene expression in the zebrafish kidney, identifying over 7000 differentially expressed transcripts. However, our study is not without limitations. To isolate endothelial cells, we used a zebrafish line expressing eGFP under the control of the *fli1* promoter, which is not expressed exclusively in glomerular endothelial cells. Thus, our endothelial RNA-seq samples are derived from both glomerular endothelia as well as endothelia located outside the kidney. Additionally, we attempted to validate a subset of transcripts that were found to be differentially abundant between G1 and G0 injected podocytes with quantitative reverse transcription polymerase chain reaction (qRT-PCR). Extracting sufficient mRNA from FACS purified podocytes was challenging, as only a small percent (~0.5%) of cells prior to sorting were positive for the podocyte specific reporter (mCherry). Without amplification of cDNA prior to qRT-PCR analysis, there was insufficient material to confirm the differential expression we observed in the RNA-seq experiment. Additionally, the current experiment focuses only on the molecular changes associated with exposure to G2. In the context of our previous findings that suggest G1 and G2 have distinct pathomechanisms, additional investigations focusing on molecular changes associated with each variant would help to understand the molecular effects of these variants.

In aggregate, our data confirm and supplement the findings of other independent investigations. Our data demonstrate that zebrafish kidney cells expressing *APOL1* G2 in the developing zebrafish show a significantly altered transcriptomic landscape relative to G0 counterparts. Measured by the number of transcripts showing altered expression, podocytes undergo extensive transcriptional perturbation compared to endothelial cells and appear to be the most likely cellular location of pathology in APOL1 risk-variant associated kidney disease.

## Methods

### *APOL1* messenger RNA synthesis

Production of human *APOL1* mRNA has been described previously [8]. Briefly, the *APOL1* G2 allelic construct was synthesized from an *APOL1* G0 human ORF clone (GenBank BC112943) using site-directed mutagenesis (QuikChange II, Stratagene), and subsequently transcribed (mMESSAGE mMACHINE, Life Technologies, Ambion) into capped mRNA.

### Zebrafish injections

This study was approved by the Duke University Institutional Animal Care and Use Committee protocol# A208-16-09. Two zebrafish lines expressing cell-type specific reporters enabled the isolation of specific cell populations by FACS (Fig 1). Podocytes and endothelial cells were isolated from dissociated zebrafish larvae expressing pod:NTR-mCherry [27] and TG(fli1:EGFP) [28], respectively. Embryos generated from natural mating of adult fish carrying each transgene received one of three experimental treatments by microinjection into the yolk: 1) human *APOL1* G0 mRNA, 2) human *APOL1* G2 mRNA, 3) phenol red (control). Injections were performed immediately after embryo collection during or prior to the 4 cell stage. All injections were performed with a WPI pneumatic pico pump microinjector calibrated to deliver 1 nL of *APOL1* G0 (150pg/nL) or 1 nL of *APOL1* G2 (150pg/nL) mRNA. After injection, embryos were incubated for 4 days at 28°C.

### Fluorescence-activated cell sorting (FACS)

Four dpf larvae were pooled (~100 larvae per sample) and incubated in 1.5mL tubes with deyolking buffer (55mM NaCl, 1.8mM KCl, 1.25mM NaHCO_3_) at 42°C for 5 minutes with gentle, periodic agitation. Deyolked larvae were then incubated for one hour with 1mL of dissociation buffer (0.25% trypsin in EDTA) at 42°C and agitated every 5 minutes by pipetting. Dissociated cells were put on ice and then centrifuged for 5 minutes at 660 x g at 4°C. The resulting pellet was resuspended in 1mL pre-chilled PBS + 5% heat-inactivated FCS. After resuspension, samples were centrifuged for 7 minutes at 200 x g at 4°C. Pellets were once again resuspended in 700uL PBS + 2% FCS, and subsequently pipetted through 40μm filter units (Falcon ref# 352340) to remove debris and non-dissociated material. Filtrate was concentrated by centrifugation for 7 minutes at 150 x g at 4°C. The resulting pellet was resuspended in 1mL PBS + 2% FCS and transferred to 1mL PBS + 2% FCS. Finally, all samples were spiked with 5uL of DNase1 (2mg/mL). For exclusion of non-viable cells during FACS, fli1-eGFP and pod-mCherry samples were spiked with 5uL 7AAD (1mg/mL) and 1uL of DAPI (5mg/mL), respectively. Isolation of both podocytes and endothelial cells was performed with a Beckman Coulter Astrios at the Duke Cancer Institute Shared Resource Flow Cytometry facility. Isolation of mCherry positive podocytes and eGFP positive endothelial cells used an excitation wavelength of 561nm and 488nm, respectively. Samples were sorted into 400uL of buffer RLT (Qiagen, ref# 74004), spiked with 5uL of β-mercapto-ethanol, and stored at -80°C until RNA-extraction.

### Library preparation

RNA was extracted from FACS purified samples using a Qiagen RNeasy micro kit (Qiagen, ref# 74004) and submitted to the Duke Center for Genomic and Computational Biology for library preparation and sequencing. cDNA libraries were prepared from mRNA using the SMARTSeq v.4 Ultra Low Input RNA Kit (Clonetech, cat# 634889) and sequenced on an Illumina HighSeq 2500.

### Data analysis

Quality control analysis of each sequenced library was performed using fastQC (FastQC, RRID:OMICS_01043; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Removal of primer adapters was performed with Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Trimmed sequencing reads were aligned and mapped to the *Danio rerio* reference genome (release GRCm38) using the STAR alignment tool [29]. A separate alignment was performed against the human *APOL1* mRNA sequence. Following mapping with STAR, reads were filtered, sorted and indexed with Samtools (SAMTOOLS, RRID:nlx_154607; http://www.htslib.org/) [30]. Only reads that mapped to a single gene were utilized for further analysis. Uniquely mapped reads were used to generate counts for each annotated gene using HTSeq [31]. PCA and hierarchical clustering analyses were performed using DESeq2 [32]. The RNA-seq data supporting the conclusions of this article are available in the NCBI Gene Expression Omnibus [33] accession #GSE118000.

To identify transcripts that were differentially expressed between treatment groups, we performed pairwise comparisons with DESeq2 in the R statistical framework [32]. For all differential expression analyses, the criterion for considering a transcript to be differentially expressed was an FDR-adjusted p-value (q value) of less than 0.05.

### Gene ontology enrichment analysis

For Gene Ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes Expression Database, RRID:nif-0000-21234) enrichment analyses, Ensembl gene identifiers for lists of differentially expressed genes were uploaded to WebGEstalt (WebGestalt: WEB-based GEne SeT AnaLysis Toolkit, RRID:nif-0000-30622; http://bioinfo.vanderbilt.edu/webgestalt/) [16, 34]. For both the GO and KEGG pathway enrichment analyses, the following criteria were used for filtering results: minimum number of genes per term = 5, p.adjust < 0.05. All transcripts detected with at least one read count in each pairwise comparison were used as the “background” list for GO and KEGG enrichment.

## Supporting information

S1 Fig Sequencing depth of cDNA libraries before and after normalization. (PNG) Click here for additional data file.

S1 File ARRIVE guidelines checklist. (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

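RNA was measured in podocytes and vascular endothelial cells sorted from zebrafish larvae that had been injected with phenol red, *APOL1* G0 mRNA or *APOL1* G2 mRNA. There were 3 libraries in each of 6 groups, and each library came from a pool of about 100 larvae. The authors trimmed adapters with Trim Galore, aligned the reads with STAR, filtered and indexed them with Samtools and counted uniquely mapped reads per gene with HTSeq. The authors deposited raw counts, as whole numbers for each Ensembl gene in each library. The paper's text gives no versions for these tools, and it prints the zebrafish genome release under the name of a mouse build, so no coordinates are given here. The gene table at hand names another assembly and pairs no Ensembl identifiers with symbols. Symbols were therefore used for the 10 genes of Table 1, which the paper pairs with identifiers. Endogenous *apol1*, the potassium channels, the cathepsins and the enrichment of ontology terms were not analysed here for the same reason, nor was the alignment to human *APOL1*, which needs reads.

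Counts on genes ranged from 3390023 to 29673046 per library. A level of 3 counts, taken as the floor of a library, corresponds to between 0.101 and 0.885 CPM. The libraries have no molecular identifiers, so counting error understates the error of amplification. Condition and replicate number were taken from the sample labels and checked against the paper. The pairing of libraries rests on the replicate numbers in the labels alone, since the paper's text does not say whether libraries with the same number were prepared together.

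The main test was edgeR's quasi-likelihood test with robust estimation (edgeR 4.0.16 in R 4.3.3), with TMM normalization, edgeR's expression filter with a minimum count of 10, and only the groups compared in each fit. Genes with a Benjamini-Hochberg adjusted p-value below 0.05 were counted as DE. Standard errors of log2 fold changes are the fold change divided by the square root of the test statistic. Comparisons were control against G0, G0 against G2 and control against G2 in each cell type, and the interaction of cell type with the G0 to G2 contrast. Lists were compared with Fisher's exact test against the genes tested in both cell types. For DESeq2 these were all genes with a p-value, among them any that its own filter on low counts kept from being called. The paper used DESeq2, and DESeq2 1.42.0 was run as an alternative, with 2 groups per fit and with all groups in one model. Other alternatives were DESeq2's size factors in edgeR, no filter on low counts, all 3 treatments of a cell type in one fit, the replicate number as a block, counts thinned at random to the smallest library total among the 2 treatments of a comparison in both cell types (3390023 for comparisons with control and 4771513 for G0 against G2 and the interaction), all 3 G2 podocyte libraries, and each library left out in turn. Principal components were computed on the 500 most variable genes after DESeq2's variance stabilizing transformation, with rlog values, log2 CPM with a prior count of 2, and all genes as alternatives.

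The paper left out a G2 podocyte library for low read counts and a low percentage of unique reads, and its text does not name it. A rule fixed beforehand left out the G2 podocyte library with the lowest total, which was replicate 2, and the results fitted as designed use replicates 1 and 3. The paper's totals of reads and of detected transcripts lie close to those of the libraries without replicate 1. After the data were in hand, 12 combinations of 4 library sets and 3 DESeq2 models were compared with the paper's number of DE genes, with 3 tallies each, 36 in all. A single combination gave 7523 DE genes, the one with replicate 1 left out, the 3 podocyte treatments in one model and independent filtering at 0.05. The other combinations gave from 2173 to 8258. The passages at the paper's sentences on G2 podocytes therefore mostly give the values for replicates 2 and 3 first, then for all 3, then for replicates 1 and 3. The alternatives and the differences from the paper start from the results as designed, with replicates 1 and 3. The edgeR fit to replicates 2 and 3 was planned for both podocyte comparisons with G2 and was added afterwards for the interaction, the overlaps and the principal components.

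The genes to be named were set beforehand as every gene the paper names and the 3 genes with the smallest adjusted p-value in each comparison. Because the files pair no identifiers with names, the identifiers printed without a symbol were limited to 2 that rose and 2 that fell. They were chosen after their values were known. Of the 2 that rose, 1 is the gene shared between the DESeq2 lists for control against G0. The others come from the genes with the smallest adjusted p-values. Both procedures were tested on simulated data with 200 genes changed by a log2 fold change of 2. The simulated levels and spread were taken from the G0 libraries of the cell type alone. In the distance over all genes with the 18 libraries, G0 podocyte libraries were 74.1 apart on average and G2 podocyte libraries 132.5. The rates that follow therefore need not hold for fits with G2 podocyte libraries. With 3 libraries against 3, among 18850 simulated genes, edgeR recovered 86.5% of the changed genes with 12 false calls and DESeq2 89% with 30 false calls. With 3 against 2, among 21131 genes, edgeR recovered 81% with 7 false calls and DESeq2 87% with 34. With no gene changed, edgeR made 1 and 2 calls in these designs and DESeq2 1 and 11. Figures were drawn with matplotlib 3.10.9.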

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

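The tests of whether G2 podocyte replicate 1 is shallow, mislabelled or a mixture, the test of endothelial-like RNA and the use of the thinned counts, an alternative set beforehand, to weigh the endothelial control to G2 comparison were chosen only after the result was seen, and the test of its label by the Table 1 genes only after the other test of its label had come out. Groups of 3 libraries were too small to test a single library as an outlier.

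The effect of G2 relative to G0 differed between podocytes and endothelial cells in 4921 genes by the interaction test with G2 podocyte replicates 2 and 3 (a fit chosen after seeing the data), in 983 with all 3 and in 681 with replicates 1 and 3, the set fixed beforehand. The paper does not report this test. Library depth was tested first. After all libraries of this comparison were thinned to a total of 4771513, 818 genes were called in podocytes with replicates 1 and 3, 6334 with replicates 2 and 3 (chosen after seeing the data) and 49 in endothelial cells, so the excess in podocytes remained at equal depth. It did not remain with the replicate number as a block in the fits with replicates 1 and 3, which called 0 genes in podocytes (2150 at an unadjusted p-value under 0.05), 104 in endothelial cells and 105 for the interaction. With the block, podocytes had 4187 genes with replicates 2 and 3 and 1047 with all 3, both chosen after seeing the data. The podocyte block fits with 2 G2 libraries and the endothelial one with 3 differ in size, so their numbers are not like for like. With 3 libraries in each group, the block fits gave 1047 genes in podocytes and 104 in endothelial cells. Same-numbered libraries were weakly paired, with mean correlations of 0.042 in podocytes and 0.0309 in endothelial cells. Other groupings were tested next. Of the 10 ways to split the 3 G0 and 3 G2 podocyte libraries into groups of 3, 4 part all same-numbered pairs, and 1 of these 4, the real split, gave as many DE genes as the 1609 observed. The other 3 gave 0 DE genes, and so did the 6 splits that part 1 same-numbered pair, with 107 to 1643 genes at an unadjusted p-value under 0.05. For the 38 endothelial genes the real split was again 1 of 4 with as many. Each other split gave 0, with 489 to 1517 unadjusted. The real split had 1495 unadjusted, fewer than the highest of the other splits. A share of 1 in 4 is the smallest that the splits parting all same-numbered pairs can give. Over all 10 splits, which ignores the weak pairing, the real split alone gave DE genes, and 1 in 10 is the smallest share possible. A grouping by chance could not be excluded by either count.

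A shift in the cells that were sorted is a candidate explanation for the excess in podocytes. Of 160 marker symbols listed beforehand for podocytes and other cells, 1 could be matched to an identifier, so the planned test of cell composition was void. In its place, the 200 genes that stand highest in control endothelial over control podocyte libraries were followed. Their median log2 fold change from G0 to G2 was -0.96 with podocyte replicates 2 and 3, lower than in any of 10000 random lists matched on expression, whose median was -0.35. With replicates 1 and 3 it was -0.21, and 401 of the random lists were as low. With all 3 it was -0.35, and 39 lists were as low. Less RNA from endothelial-like cells in the G2 podocyte pools may contribute. A fall of these genes within podocytes would look alike, and the test cannot separate them. The gene *nphs1* had 5.67 CPM in G0 podocyte and 1.45 in G0 endothelial libraries, and 81.9 to 230.6 in G2 podocyte libraries. A larger share of podocytes in the G2 pools could also raise it, which was not tested. Batches of library preparation are not given in the labels, and GC content and gene length were not tested because the gene table at hand matches too few identifiers. The 10 genes with the most counts took 9.33% and 11.9% of the counts in G2 podocyte replicates 2 and 3, against 8.11% to 8.64% in G0 podocytes; whether this bears on the excess was not tested. The hypothesis that G2 acts more strongly on podocytes therefore cannot be told apart from a change in the cells sorted or from a batch.

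In endothelial cells, the control to G2 comparison, for which the paper gives no number of DE transcripts, gave 278 DE genes (155 rose and 123 fell), against 38 for G0 to G2. The difference between these numbers was not itself tested. Thinned to 3390023 counts per library, the control to G2 comparison gave 333 genes, and G0 to G2, thinned to 4771513, gave 49. The larger number thus stood at the lower depth, so depth alone does not account for it. The real split was 1 of 4 with as many genes, and the highest of the other splits gave 1. Control replicate 2 and G0 replicate 2 are the shallowest libraries, and leaving out each library in turn moved the number from 46 to 555. One hypothesis is that injection of either mRNA shifts endothelial cells and that G2 adds to it. Control against G0 gave 0 DE genes by edgeR, with 1799 at an unadjusted p-value under 0.05, and 133 by DESeq2 on 2 groups. All 4 splits of those libraries that part all same-numbered pairs gave as many as 0, as any split must, so this count says nothing for or against the hypothesis. The other 3 of these splits gave 499, 595 and 624 genes unadjusted, and the highest of the remaining 6 gave 1877. For the 2 DE genes between control and G0 in podocytes the real split was 1 of 4 with as many. A batch that follows the treatment could not be excluded.

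In podocytes, the control to G2 comparison, for which the paper gives no number of DE transcripts either, gave 3550 DE genes with replicates 2 and 3. It gave 427 with all 3 G2 libraries, where the real split was 1 of 4 with as many and each other split gave 0, with 154 to 2473 unadjusted. With the replicate number as a block, the numbers were 1738 with replicates 2 and 3 and 4 with all 3. Both block fits were chosen after seeing the data. In edgeR with replicates 1 and 3 the comparison gave 0 genes, and 2790 with an unadjusted p-value under 0.05. On the same G2 libraries, 3 treatments in one edgeR fit gave 744 genes. DESeq2 gave 1186 on 2 groups and 3091 with all libraries in one model. The number thus depends on replicate 1, as it does for G0 to G2, and also on the fit.

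G2 podocyte replicate 1, which the paper appears not to have used, lay beyond all 6 control and G0 podocyte libraries in the direction of the other G2 libraries for 10 of the 10 genes of Table 1. Control replicate 3 lay beyond the other control and G0 libraries for 8 of the 10, and each of the other control and G0 libraries for 0 or 1, so the count does not by itself show that replicate 1 carries the right label. The distance was wide in several genes. In replicate 1 *nphs1* stood at 81.9 CPM and *noct* at 167, against at most 9.32 and 45.0 in a control or G0 podocyte library, and *crabp2a* at 48.4, against at least 93.1. These levels speak against a label exchanged with a control or G0 podocyte library. Its depth of 27434415 counts is within the range of the other podocyte libraries, so low depth is not an explanation the counts bear out. Of the 6834 genes called with replicates 2 and 3, 61.2% moved in replicate 1 the same way against the control mean. Control replicates 1, 2 and 3 moved that way against the other controls in 46.5%, 37.4% and 64.5%. The control shares are tied to each other and use another reference than replicate 1 does, so they set no ceiling for it, and the shares weigh neither for nor against a wrong label. A mixture of RNA like that of the other G2 libraries with RNA like that of control podocytes was also tested. The share of the way from control to G2 that replicate 1 covered was 30.6% for genes that rose and 17.6% for genes that fell on the linear scale, a difference of 13.0 percentage points, against 45.4% and 7.58% on the log2 scale. With G0 as the baseline the linear shares were 40.4% and 29.1%. The linear shares were the more equal, which a mixture would give. A mixture would also give 1 common share, while the middle 50% of genes ran from -2.90% to 50.4% among those that rose and from -48.9% to 65.6% among those that fell, with control as the baseline. The test therefore does not settle whether replicate 1 is a mixture. A weaker response of that pool, as a biological explanation, could not be told apart from a mixture.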

How the results depend on the processing

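The alternatives listed first were chosen before the data were examined, and those that leave out G2 podocyte replicate 1 together with another change, all 3 G2 podocyte libraries together with the replicate block, the DESeq2 model of 3 treatments, and replicate 1 left out of the interaction, the overlaps and the principal components were chosen only after the result was seen. The cause of a change was not tested unless stated.

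Under 121 alternatives for the numbers of DE genes, overlaps and principal components, 40 values stayed within the limits set and 81 did not. For podocyte G0 against G2, 1173 genes in place of 785 counted as within the limits and 1609 as beyond. For podocyte control against G0, 4 genes in place of 2 already counted as beyond, so for small numbers the tally can rest on few genes. For named genes, 194 of 264 alternatives left both the direction and the side of the threshold as they were, 51 no longer passed it, 19 newly passed it and 0 changed direction.

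DESeq2 on 2 groups gave 2262 DE genes for podocyte G0 against G2, 157 for endothelial G0 against G2, 186 and 133 for control against G0 in podocytes and endothelial cells, and 1186 and 724 for control against G2. Its lists shared 23 genes for G0 against G2 and 1 for control against G0. DESeq2 with all libraries in one model gave 3488, 19, 75, 16 and 3091 genes in the first 5 of these comparisons, with 3 and 1 shared, and stayed within the limits for endothelial control against G2. A DESeq2 interaction term gave 1690 genes against 681.

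Without a filter on low counts, endothelial G0 against G2 gave 71 genes, control against G0 gave 4 in podocytes and 30 in endothelial cells, and endothelial control against G2 gave 429. With 3 treatments in one edgeR fit the numbers were 15 for endothelial G0 against G2, 0 for podocyte control against G0 (943 at an unadjusted p-value under 0.05), 1 for endothelial control against G0 and 744 for podocyte control against G2. Thinned counts gave 7 genes for podocyte control against G0. DESeq2's size factors in edgeR moved no number of DE genes beyond the limits. All 3 G2 podocyte libraries gave 1609 genes against G0, 427 against control and 3 shared.

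With the replicate block, podocyte G0 against G2 fell from 785 genes to 0 (2150 at an unadjusted p-value under 0.05) and podocyte control against G0 from 2 to 0 (1950 unadjusted), while endothelial G0 against G2 rose from 38 to 104, endothelial control against G0 from 0 (1799 unadjusted) to 4 and endothelial control against G2 from 278 to 539. Interaction genes fell to 105. Podocyte control against G2 stayed at 0 (1669 unadjusted). With replicate 1 left out and the block, 4187 genes differed from G0 and 1738 from control. With all 3 and the block, 4 genes differed from control.

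Across the fits that each left out a library, DE genes ranged from 0 to 6834 for podocyte G0 against G2, from 12 to 60 for endothelial G0 against G2, from 0 to 4 for podocyte and from 0 to 86 for endothelial control against G0, from 0 to 3550 for podocyte and from 46 to 555 for endothelial control against G2. Where the number was 0, between 1244 and 2709 genes had an unadjusted p-value under 0.05. Without G2 podocyte replicate 1 the interaction had 4921 genes, 12 genes were shared for G0 against G2 and 91 for control against G2, and the gap along principal component 2 was 46.1% of its range.

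The DESeq2 model of 3 treatments with replicate 1 left out gave 7523, 107, 155, 199, 6692 and 846 genes for podocyte and endothelial G0 against G2, podocyte and endothelial control against G0, and podocyte and endothelial control against G2, with 72 and 1 genes shared. With replicate 1 left out and counts thinned, 6334 genes differed from G0 and 3218 from control in podocytes.

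Principal component 1 explained 85.6% of the variance with rlog values, 84.0% with log2 CPM and 63.3% with all genes. With rlog values and replicate 1 left out it explained 86.98%, with a gap of 50.4%. Under every one of these the G2 podocyte libraries lay beyond the other podocyte libraries on component 2.

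The potassium channel and cathepsin numbers were not run, because the gene table at hand pairs no identifiers with their names.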

Differences from the paper's values

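No test in this part was chosen to explain a difference. The DESeq2 model of the 3 treatments of a cell type with G2 podocyte replicate 1 left out was chosen after seeing the values, 1 of 12 combinations compared with the paper's number of DE genes. It is called the added DESeq2 model here.

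For control against G0 in endothelial cells the paper reports 199 DE transcripts and edgeR gave 0, with 1799 at an unadjusted p-value under 0.05. In podocytes the paper reports 155 and edgeR gave 2. Of the 13 alternatives set before the data were examined, DESeq2 on 2 groups came within 1.5 times the paper's value for both, with 133 and 186, and the others did not. The added DESeq2 model, chosen after seeing the values, gave 199 and 155. The paper reports 1 transcript in common and the edgeR lists shared 0; DESeq2 on 2 groups and DESeq2 with all libraries in one model each shared 1, as did the added DESeq2 model, chosen after seeing the values.

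For G0 against G2 in endothelial cells the paper reports 107 and edgeR gave 38. DESeq2 on 2 groups (157) and the replicate block in edgeR (104) closed the gap, the other 11 alternatives set before the data were examined did not, and the added DESeq2 model, chosen after seeing the values, gave 107.

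In podocytes the paper reports 7523 DE transcripts for G0 against G2 and edgeR with G2 replicates 1 and 3 gave 785. The paper's 3943 that rose and 3580 that fell stand against 563 and 222. Of the 13 alternatives set before the data were examined, leaving out G2 replicate 1 closed these gaps, with 6834 genes, 3505 that rose and 3329 that fell, and the others did not. The same libraries with thinned counts, chosen after seeing the values, gave 6334. The added DESeq2 model, chosen after seeing the values, gave 7523 genes, of which 3580 rose and 3943 fell in G2. The paper's numbers for the directions are the same with rise and fall exchanged, while all 10 genes of Table 1 had the paper's direction under it. The paper reports 72 transcripts in common between the cell types and the edgeR lists shared 1. None of the 4 alternatives set before the data were examined closed this gap, and the added DESeq2 model, chosen after seeing the values, shared 72.

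Among the log2 fold changes of Table 1, that of *ctss1* was 2.85 against the paper's 3.15, that of *noct* was 2.90 against the paper's 3.19 and that of *crabp2a* was -1.99 against the paper's -3.18. Of 14 alternatives set before the data were examined, 10 came within 1 standard error of the paper's value for *ctss1*, 5 for *noct* and 1, leaving out G2 replicate 1, for *crabp2a* (-3.32). For *ctss1* these were both DESeq2 fits, DESeq2's size factors, 3 treatments in one fit, the replicate block, thinned counts, all 3 G2 libraries, and the fits without G0 replicate 2, G0 replicate 3 or G2 replicate 1. In several of these the value hardly moved and the standard error was larger. With thinned counts the value was again 2.85, with a standard error of 0.31 in place of 0.28. For *noct* they were the replicate block, all 3 G2 libraries, and the fits without G0 replicate 2, G2 replicate 1 or G2 replicate 3. Other fits without G2 replicate 1, chosen after seeing the values, also came within 1 standard error, and with DESeq2's shrunken fold changes in the added model, chosen after seeing the values, all 10 equalled the paper's to 2 decimals. The smallest adjusted p-value among these genes was 0.0154 against the paper's 2.96e-42, and the largest 0.205 against the paper's 1.08e-30. None of the alternatives set before the data were examined closed these gaps, and the added DESeq2 model, chosen after seeing the values, gave 3.41e-42 and 1.15e-30.

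The paper ranks the Table 1 genes at the top of its list by q-value. In edgeR with replicates 1 and 3 their ranks ran from 4 (*noct*) to 163 (*il4*), with *nphs1* at 78, except that *crabp2a* was at 2952. In the added DESeq2 model, chosen after seeing the values, the 10 genes held ranks 1 to 10. The paper states 89% for principal component 1, and Fig 2A shows about 87%, read by eye, with about 5% for component 2. With rlog values and replicate 1 left out, chosen after seeing the values, they were 86.98% and 5.35%.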

Other observations

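Every test in this part was chosen only after the result was seen.

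The paper's total of reads exceeds the counts on genes in the 17 libraries other than G2 podocyte replicate 1 by 3583, and its number of transcripts exceeds the genes detected there by 1. A hypothesis is that the version of replicate 1 counted in the paper held only that many reads, which could also account for its exclusion for low read counts. When 3583 reads were drawn from the deposited replicate 1, 41 of 1000 draws added at least 1 gene to those of the other libraries, and the mean was 0.041 genes. The hypothesis is therefore not borne out by this test, although a library with other contents could behave differently.

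Podocyte control replicate 3 differed from the other controls. Its *il6r* level was 168.2 CPM, toward the G2 libraries, against 97.3 and 98.1 in control replicates 1 and 2. Along principal components 1 and 2, with G2 podocyte replicate 1 left out, it lay at -29.3 and -21.64, farther from the G2 libraries than any other podocyte library. With all genes and G2 podocyte replicates 1 and 3 it lay at -4.18 on component 2. There it was nearer the G2 libraries than the other control and G0 podocyte libraries, at -36.4 to -22.0. The spread between control podocyte libraries in the distance over all genes was 98.2 on average, against 77.8 between G0 libraries. No explanation for this was tested.

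In the overlap of 72 genes between the cell types, from a DESeq2 model chosen after seeing the data, 44 genes changed in the same direction in both cell types and 28 in opposite directions. In the edgeR overlap with the same G2 podocyte libraries, 11 of 12 genes changed in the same direction. For control against G2 with G2 podocyte replicates 2 and 3, 91 genes were shared between the cell types, against 48.8 by chance (Fisher's exact test, two-sided, p = 7.50e-10), and 42 of them changed in the same direction and 49 in opposite directions.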
